# Protective Effects of White Button Mushroom (*Agaricus bisporus*) against Hepatic Steatosis in Ovariectomized Mice as a Model of Postmenopausal Women

**DOI:** 10.1371/journal.pone.0026654

**Published:** 2011-10-25

**Authors:** Noriko Kanaya, Makoto Kubo, Zheng Liu, Peiguo Chu, Charles Wang, Yate-Ching Yuan, Shiuan Chen

## Abstract

Nonalcoholic fatty liver disease (NAFLD) includes various hepatic pathologies ranging from hepatic steatosis to non-alcoholic steatohepatitis (NASH), fibrosis and cirrhosis. Estrogen provides a protective effect on the development of NAFLD in women. Therefore, postmenopausal women have a higher risk of developing NAFLD. Hepatic steatosis is an early stage of fatty liver disease. Steatosis can develop to the aggressive stages (nonalcoholic steatohepatitis, fibrosis and cirrhosis). Currently, there is no specific drug to prevent/treat these liver diseases. In this study, we found that white button mushroom (WBM), *Agaricus Bisporus*, has protective effects against liver steatosis in ovariectomized (OVX) mice (a model of postmenopausal women). OVX mice were fed a high fat diet supplemented with WBM powder. We found that dietary WBM intake significantly lowered liver weight and hepatic injury markers in OVX mice. Pathological examination of liver tissue showed less fat accumulation in the livers of mice on WBM diet; moreover, these animals had improved glucose clearance ability. Microarray analysis revealed that genes related to the fatty acid biosynthesis pathway, particularly the genes for fatty acid synthetase (*Fas*) and fatty acid elongase 6 (*Elovl6*), were down-regulated in the liver of mushroom-fed mice. *In vitro* mechanistic studies using the HepG2 cell line showed that down-regulation of the expression of *FAS* and *ELOVL6* by WBM extract was through inhibition of Liver X receptor (LXR) signaling and its downstream transcriptional factor *SREBP1c*. These results suggest that WBM is protective against hepatic steatosis and NAFLD in OVX mice as a model for postmenopausal women.

## Introduction

Non-alcoholic fatty liver disease (NAFLD) is the most common liver disease in adults in developed countries [1]. It is characterized by excessive hepatic lipid accumulation and is not related to alcohol use. NAFLD includes various hepatic pathologies ranging from hepatic steatosis to non-alcoholic steatohepatitis (NASH), fibrosis and cirrhosis. NAFLD is associated with metabolic syndrome, which has been characterized by obesity, type 2 diabetes, arterial hypertension, and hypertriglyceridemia in mice [1], [2]. Also, cirrhosis is a risk factor for the development of portal hypertension, hepatocellular carcinoma and liver failure [1]. It has been suggested that estrogen provides a protective effect on the development of NAFLD in women [3]. Therefore, postmenopausal women have a higher risk of developing NAFLD due to a lower level of circulating estrogen [3]. Due to an increased average life span, present generations of women can expect to spend at least a third of their lives in the postmenopausal state [4]. Dietary and lifestyle guidelines to reduce overall body weight may help avoid NAFLD, however, there are no specific drugs to treat this liver disease [5].

Mushroom has been reported to have many bioactive compounds (mycochemicals) [6], [7]. It has been reported that components of various species of mushrooms have a positive impact on human health through effects on the immune system, lipid levels in blood and liver, and tumor growth [6], [8], [9], [10], [11]. It is reported that several species of mushroom, including white button mushroom (WBM) (*Agaricus bisporus),* oyster mushroom *(Pleurotus Ostreatus)* and Shiitake (Lentinus edodes), reduce the cholesterol level in serum and/or liver [8], [12], [13]. Furthermore, recently mukitake mushroom (*Panellus serotinus*) was reported to alleviate nonalcoholic fatty liver disease in *db/db* mice [9]. However, the exact mechanisms to prevent NAFLD and its active components have not been identified yet. WBM constitutes 90% of the total mushrooms consumed in the US. Nevertheless, information is limited on health benefits of WBM [6]. Previous data in our laboratory showed that WBM had a significant inhibitory effect on the growth of the estrogen receptor (ER)-positive, aromatase-overexpressing breast cancer cell line, MCF-7aro. This effect was through the inhibition of aromatase, the enzyme that catalyzes the formation of estrogen from androgen. In addition, WBM intake inhibited MCF-7aro tumor growth in nude mice. Conjugated linoleic acid was identified as an active component with anti-aromatase activity [10]. Based on our preclinical data, a clinical trial of WBM is currently underway in postmenopausal, ER-positive breast cancer survivors to determine whether clinically detectable estrogen suppression can be achieved [14]. Although mukitake mushroom was reported to improve NAFLD, due to the observed anti-aromatase effect of WBM, there were clinical concerns that the resulting decrease in estrogen in women could exacerbate NAFLD in postmenopausal women. However, in a recent preclinical study we found that ovariectomized (OVX) mice fed a high fat diet with WBM powder (HFD+WBM) had relatively normal livers in terms of the size and appearance compared to mice fed a high fat diet (HFD) only. These observations, taken together with previous reports that show positive impacts of WBM intake on human health, led us to hypothesize that WBM may improve liver steatosis in postmenopausal women. To support our hypothesis, we also examined the effect of WBM on liver steatosis in the OVX mouse model and fatty acid metabolism in human hepatoma HepG2 cell line. The objective of the study was to gain insight into how dietary supplementation of WBM can prevent and/or ameliorate NAFLD in postmenopausal women.

## Materials and Methods

### Preparation of WBM diet

WBM were freeze-dried to steady moisture content, and then milled through a fine mesh. Microbiological and other analytical measurements were performed on pooled samples/batches to assure the quality of the WBM powder for research. The control HFD (45% (wt/wt) fat diet) and the HFD modified to contain freeze-dried WBM powder were produced and purchased from Research Diets, Inc (New Brunswick, NJ) (Table 1). For a proof-of-concept study to provide definitive data, the diet was composed of 120 g of WBM powder/kg of HFD, a similar dose as used previously to evaluate the effect of Mukitake mushroom diet for NAFLD [9]. Moreover, this therapeutic dose of WBM was shown to suppress estrogen-dependent and aromatase-positive breast cancer growth in our laboratory, using a nude mice model [10].

**Table 1:** Composition of experimental diets.

Ingredient	HF	HF-WBM
	(g/kg diet)	
Casein	165	165
L-Cystine	3	3
Corn Starch	224	171
Maltodextrin 10	132	132
Sucrose	100	100
Cellulose, BW200	50	50
Corn Oil	70	70
Lard	173	173
t-Butylhydroquinone	0.014	0.014
Mineral Mix S10022G	35	35
Vitamin Mix V10037	10	10
Choline Bitartrate	2.5	2.5
		
White button mushroom powder^a^	0	120

Powder was mixed to a modified AIN-93G diet enriched in fat (HF).

a Carbohydrate: 43.30%, fiber: 13.20% protein: 28.80%, fat: 4.50%

### Mouse experimental design

All animal research procedures were approved by the institutional animal care and use committee (IACUC) at City of Hope for assessment and accreditation of laboratory animal care, and were in accordance with NIH guidelines. Breeding stock strain C57Bl/6J was obtained from Jackson Labs. All animals were housed at the City of Hope Animal Resources Center in ventilated cage racks, had free access to water and were maintained on a 12 h light/dark cycle. All institutional guidelines for animal care and use were followed. The protocol for this study was approved by IACUC (protocol number: 08047).

To create a mouse model of postmenopausal women, seven-week old, female C57B1/6J mice were ovariectomized (OVX, n = 16). These OVX mice only produce estrogen from extragonadal sites and are used extensively as a model of postmenopausal women [4], [15]. Control mice (sham, n = 16) were subjected to sham operation survival surgery. The sham mice were subjected to the same general surgical procedure as OVX mice, except the removal of the ovaries. Mice were then divided into two dietary groups, with eight mice per group: HFD or HFD+WBM. The diets were started one week after surgery and continued for 3 months. The pair feeding design was used to control food intake. Food was weighed daily, and the control group given the same amount of food (by weight) one day later as the WBM group to ensure identical caloric intake between groups. At the conclusion of the experiment, mice were fasted for 4 hours before sacrifice. Blood of the mice was collected by cardiac puncture. After mice were euthanized, liver samples were collected.

### Pathological analysis

Livers were harvested from the mice and the wet weights measured. The tissues were fixed with 10% formalin overnight and then embedded in paraffin. Five-micrometer sections were cut and stained with hematoxylin and eosin, and examined by light microscope.

### Liver enzyme measurement

Blood samples were collected at the end of each experiment via cardiac puncture and centrifuged at 4000 rpm for 10 minutes to obtain serum. Serum alanine aminotransferase (ALT) levels were measured by Antech diagnostics company (Irvine, CA).

### Glucose tolerance test

Glucose tolerance tests were performed 2 months after starting the treatment diet. The mice were fasted with free access to drinking water for 18 hours prior to the test. Baseline glucose levels were recorded for each mouse. The mice were challenged with a 1.5 mg glucose/g body weight glucose load. The glucose levels pre, 30, 60, 120 and 180 min post-injection were measured using a glucometer (Bayer, Germany).

### Microarray analysis

For microarray analysis, total RNA was extracted from four liver specimens from OVX mice fed with HFD or from OVX mice fed with HFD+WBM using TRIzol reagent (Invitrogen, Carlsbad, CA). Synthesis and labeling of complementaryRNA (cRNA) targets, hybridization of GeneChips, and signal detection were carried out by the Microarray Core Facility at City of Hope. Briefly, The Affymetrix Mouse Gene 1.0 ST Array (Affymetrix, Santa Clara, CA) was used for microarray gene expression profiles. The microarray was carried out using Ambion's WT Expression kit (Life Technologies, Carlsbad, CA) and Affymetrix's GeneChip Terminal labeling system. Briefly, 100 ng of total RNA was used to start the first strand cDNA synthesis using an engineered random primer plus polyT7 promoter. After the 2^nd^ strand cDNA synthesis, the antisense cRNA (in vitro transcription) was carried using T7 RNA polymerase. Then, 10 µg of cRNA was used to start the 2^nd^ cycle of cDNA synthesis using random primers plus dUTP and dNTP mix. The single-strand cDNA was fragmented and then end-labeled with biotinylated nucleotides in the presence of terminal deoxynucleotidyl transferase (TdT) using Affymetrix WT Terminal Labeling kit. Five µg of labeled single-stranded cDNA was hybridized with Affymetrix Mouse Gene 1.0 ST array using the standard procedure as described previously [16] and the array was scanned using Affymetrix GeneChip Scanner 3000 7G.

### Statistical processing of Microarray data

Raw intensity measurements of all probe sets were corrected for background, normalized and converted into transcript-level expression measurements by using the IterPlier method in Affymetrix Power Tools (version 1.8.6). Quality assessment and statistical analysis of gene expression data were performed using the R/Bioconductor packages. To ensure the high quality of the microarray process, a set of quality assessment steps implemented in Bioconductor package Array Tools (http://www.bioconductor.org/packages/release/bioc/html/ArrayTools.html) were applied to the data. ArryTools was then used to identify the genes differentially expressed between OVX and OVX+WBM samples. Genes with significantly differentially expression were selected by use of cutoffs of p-value of 0.05 and 2-fold change in the level of expression. The genes showing altered expression were categorized and further investigated by enrichment analysis on the basis of their cellular components, biological processes, molecular functions, and canonical pathways using the Ingenuity Pathways Analysis (IPA)(Version 9.0)(Ingenuity) software. Data is MIAME compliant and the raw data has been deposited in NCBI Gene Expression Omnibus (GEO) with accession number of GSE31854.

### Ingenuity Pathway Analysis (IPA)

IPA is a Web-based software program that identifies the biological functions, pathways, and mechanisms most relevant to a given data set of genes. Information on individual genes is drawn from a large knowledge base of biological networks created from millions of publications, and the networks are drawn by the Functional Analysis feature of IPA based on the connectivity of the genes. To obtain a comprehensive view for the differentially expressed genes, core analysis was performed including network generation, functional analysis and canonical pathway analysis on the filtered (|Fold Change|>2, *P*<0.05) genes.

### Cell Culture

HepG2 cells were obtained from the American Type Culture Collection (ATCC) and grown in MEM containing 10% charcoal dextran treated fetal bovine serum (CD-FBS) in the presence of 100 U/ml penicillin and 0.1 g/l streptomycin. Cells were incubated at 37°C with 95% air and 5% carbon dioxide. All cells were kept below passage 20 and used in experiments during the linear phase of growth.

### Real-time PCR

The analysis was performed using RNA extracted from liver tissue (described under “Microarray analysis”) and from HepG2 cells. For cell culture studies, HepG2 cells were plated in 60 mm dishes at a density of 8×10^5^ cells/dish and treated with either DMSO or WBM extract. Twenty-four hours after treatment, the cells were collected for analysis of gene expression. Cells were washed with PBS, and Trizol reagent was used for total RNA isolation (Invitrogen). cDNA was synthesized with isolated RNA using reverse transcriptase III (Invitrogen). Real time PCR primers were as follows: mouse *β-actin*, 5'-CATTGCTGACAGGATGCAGAAGAAG-3' and 5'-CCTGCTTGCTGATCCACATCTGCT-3'; mouse fatty acid synthetase (*Fas*), 5'-TGGGTTCTAGCCAGCAGAGT-3' and 5'-AGACCGTTATGCCCAGACAG-3'; mouse fatty acid elongase (*Elovl6*), 5'-ACAATGGACCTGTCAGCAAA-3' and 5'-GTACCAGTGCAGGAAGATCAGT-3'; human *β-actin*, 5'-CACCAACTGGGACGACAT-3' and 5'-GCACAGCCTGGATAGCAA-3'; human *ELOVL6*, 5'-ACAATGGACCTGTCAGCAAA-3' and 5'-ATACCAGTGCAGGAAGATCAG-3'; human sterol regulatory element-binding protein 1 (*SREBP1c*), 5'-CCATGGATTGCACTTTCGAAGA-3' and 5'-GCTCAATGTGGCAGGAGGTG-3'; and human *FAS*, 5'-AGGCTGAGACGGAGGCCATA-3' and 5'-AAAGCTCAGCTCCTGGAGGT-3'. Reactions were run in triplicate on the iCycler iQ5 real time PCR detection system (Bio-Rad, Hercules, CA), and results were analyzed with the iQ5 software.

### Western blotting

HepG2 cells were seeded in 60 mm dishes at a density of 8×10^5^ cells/dish and treated with either vehicle control, Liver X receptor (LXR) agonist T0901317 (Cayman CHEMICAL, Ann Arbor, MI) (10 µM) or various concentrations of WBM extract for 48 hours. Proteins were isolated from HepG2 cells using passive lysis buffer (Promega, Fitchburg, WI). Liver tissues were collected at the end of experiment and then lysed using T-PER Tissue Protein Extraction Reagent (Thermo Scientific, Waltham, MA) according to the manufacturer's protocol. Briefly, liver tissues were weighed and homogenized in T-PER reagent containing protease and phosphatase inhibitor cocktail (Sigma-Aldrich, St. Louis, MO) using the T25 Basic tissue homogenizer (IKA Works, Inc., Wilmington, NC). For both tissue and cell lysis, samples were centrifuged at 10,000 X g for 5 minutes and the supernatant run on a 12% acrylamide gel, transferred to a nitrocellulose membrane and probed with antibodies to FAS (Abcam, Cambridge, MA), ELOVL6 (Abnova, Taipei City, Taiwan) or β-actin (Cell Signaling Technology, Inc., Danvers, MA). Bands were visualized via chemiluminescence using HRP-conjugated secondary antibodies and quantified using BioRad Quantity One software.

### Reporter gene assay

HepG2 cells were plated in 24-well plates at a density of 8×10^5^ cells/well and treated with either DMSO or WBM extract. To evaluate WBM effects on LXR activity, HepG2 cells were transiently transfected with the pCMX-VP16-hLXRα and LXR-responsive rCYP7A-DR-4x3-tk-LUC using the Lipofectamine Plus reagent system (Invitrogen) according to the manufacturer's protocol. 24 hours post-transfection, cells were treated with compound T0901317 (10 µM) alone or in combination with WBM extract (1, 2 and 5 µl/ml) for 24 hours. For evaluation of WBM effects on ER activity, HepG2 cells were transiently transfected with the pSG5-ER and pGL3 (ERE) 3-Luc using the Lipofectamine Plus reagent system (Invitrogen). 24 hours post-transfection, cells were treated with 17β-estradiol (E2) (Sigma-Aldrich) (0.1 nM) or with WBM extract (5 and 10 µl/ml) for 24 hours. Cell lysate was collected using passive lysis buffer and luciferase activity assayed on a TD 20/20 luminometer (Turner Designs, Sunnyvale, CA). Protein concentration was assayed using the BCA Assay (Thermo scientific). Data is expressed as relative luciferase unit/protein content.

### Production of Crude Mushroom Extract

As a control against the WBM investigation, we also did an analysis of other types of mushroom in a Mushroom Extract form. Mushroom extract was produced by chopping 60 g of fresh mushroom (WBM, shiitake mushroom (*Lentinus edodes*), enoki mushroom (*Flammulina velutipes*), or oyster mushroom (*Pleurotus ostreatus*)) and boiling the chopped mushroom in 500 ml water. The broth was filtered and centrifuged at 5,000 rpm for 30 minutes. Supernatant was rotor-evaporated until the final volume was 6 ml.

### Fractionation of WBM extract

Crude WBM extract was loaded to 5 g/60 ml capacity polyamide columns (Discovery DPA-6S SPE; Supelco). The flow through fraction was made from the extract that came out from the polyamide columns after crude WBM extract was loaded. Fractions were eluted by a step gradient (50 ml of each step) of increasing methanol to water. Flow through, the 0%, 20%, 40%, 60%, 80% and 100% methanol-water fractions were rotor-evaporated to dryness and then redissolved in 6 ml of 50% DMSO. Therefore, 60 g of WBM can produce 6 ml of each fraction.

### Placental microsomal aromatase assay

The aromatase assay was done by modification of a previous method [10]. The substrate, [1-β-^3^H] androstenedione, was dissolved in serum-free cell culture medium. Placental microsomes were prepared as 0.1 g/L in a potassium phosphate buffer (67 mM, pH 7.4) containing 20% glycerol, 0.5 mM dithiothreitol, and 0.25 M sucrose. The assay reaction mixture (225 µl), containing placental microsomes (2.5 µg), [1-β-^3^H] androstenedione (50 nM), progesterone (10 µM), and bovine serum albumin (0.1%) in potassium phosphate (67 mM, pH 7.4), with a sample solution in DMSO or H_2_O, was introduced in wells of a 96-well plate and preincubated at room temperature for 10 minutes; then, 25 µl of NADPH (3 mM) were added and the mixture was incubated at 37°C for 15 minutes. The reaction was terminated by addition of 50 µl of 20% trichloroacetic acid, and 250 µl of the reaction mixture was transferred to another well containing the charcoal-dextran pellet. The solution was thoroughly mixed and centrifuged (1,000 g, 5 minutes) to remove non-reacted substrate; an aliquot of the supernatant containing [^3^H] H_2_O as reaction product was counted in a Beckman Coulter LS 6500 Multi-Purpose Scintillation Counter. This modified assay method allows us to carry out 96 assays at the same time. Aromatase inhibition activity was calculated as the percentage of remaining activity from the reaction without WBM fractions. Analyses were carried out in triplicate and data were expressed as the mean ± SE.

### Statistical analysis

For comparison of the 2 diets (HFD and HFD+WBM) used in the *in vivo* experiment, a *t*-test was performed. The time-course experiment (body weight) was analyzed by 2-factor ANOVA. For multiple comparisons, analysis was followed by comparison of all treatment groups with the control group (Dunnett's test) or by comparison of all pairs of treatment (Tukey's test). Statistical significance was defined as *P*<0.05. All data are expressed as mean ± standard error (SEM). Data sets were analyzed for statistical significance using Prism GraphPad 4 software.

## Results

### WBM decreased liver weight and liver injury maker in OVX mice

No significant differences in body weight were observed between the control group fed the HFD and the group fed with HFD+WBM in both the sham and the OVX groups (sham: *P* = 0.8972, OVX: *P* = 0.0685) (Figure 1A and 1B). As expected, liver weight increased in HFD-fed OVX mice compared to HFD-Sham controls (*P*<0.01) and surprisingly, addition of WBM to the HFD inhibited this increase (*P*<0.01) (Figure 1C). In addition, serum ALT levels were higher in HFD-fed OVX mice than HFD-fed sham mice (*P*<0.05); this increase was suppressed by WBM (*P*<0.01) (Figure 1D). No significant differences in uterine weight were observed between HFD and HFD+WBM in both groups (Figure 1E).

**Figure 1:**
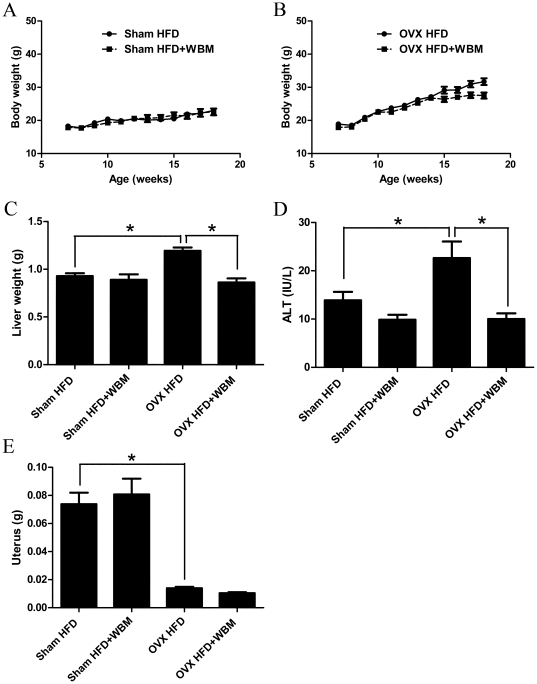
Effects of WBM feeding on body weight, liver weight, ALT serum levels and uterus weight. Seven-week old female C57B1/6J mice were ovariectomized. These mice are a model of postmenopausal women (OVX, n = 16). Control mice (sham, n = 16) were subjected to sham operation survival surgery. Both sham and OVX mice were fed a HFD (n = 8/per group) or HFD with WBM (n = 8/per group) diet for 3 months. Body weight was measured once a week. (A) Body weight measurement of sham mice. (B) Body weight measurement of OVX mice. (C) Liver weight. (D) ALT serum levels. (E) Uterus weight. Values are expressed as mean and standard error for 8 mice. * Statistical significance was defined as *P*<0.05.

### Fat accumulation in the liver was decreased in OVX mice after feeding mushroom diet

Pathological examination of liver tissue showed fewer fat droplets (macrovesicular steatosis) in the cytoplasm of hepatocytes in mice fed HFD+WBM compared to those of mice fed only HFD. The fat droplets were concentrated in Zone III (near central veins) (Figure 2A).

**Figure 2:**
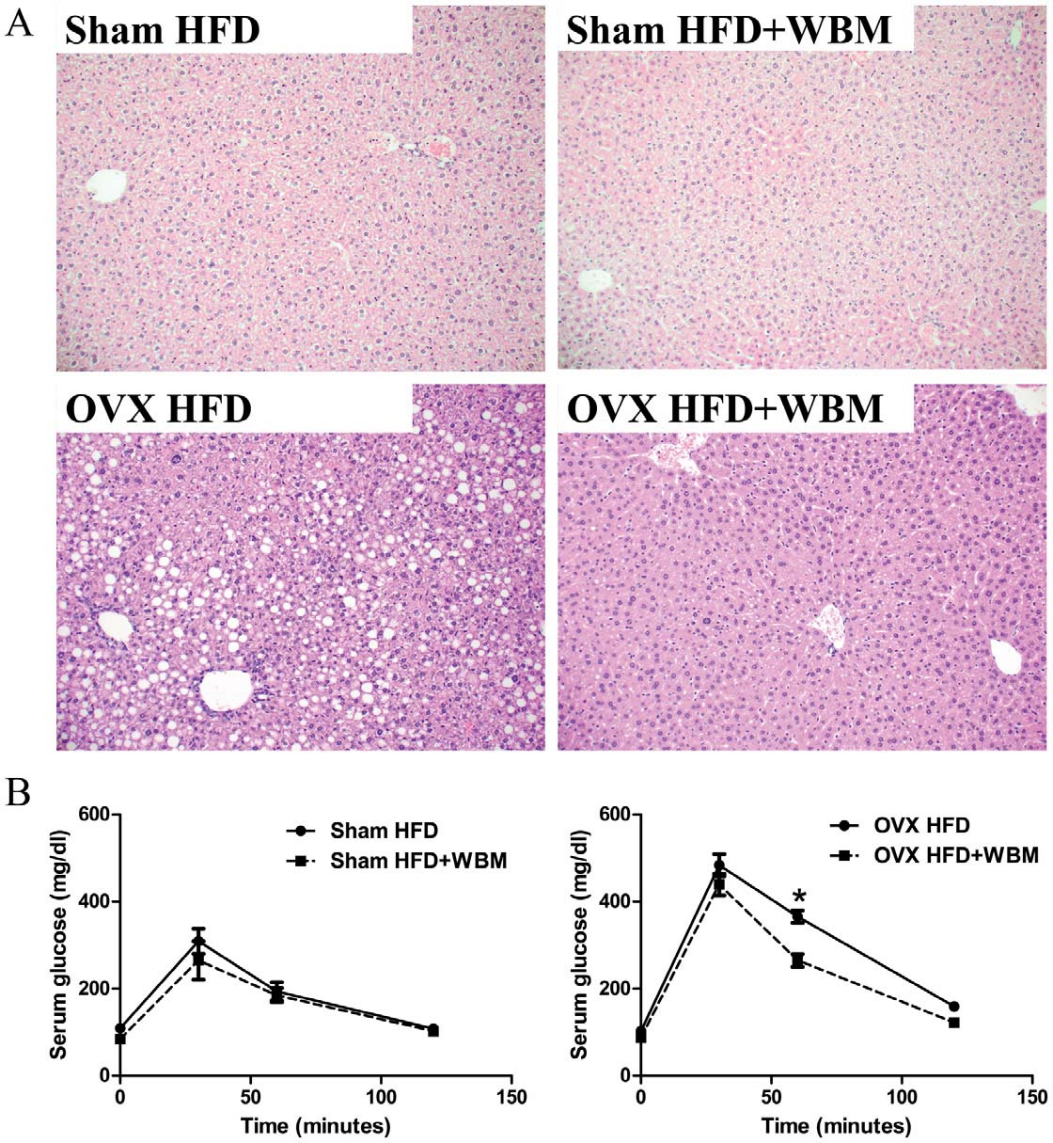
WBM intake decreased fat accumulation in the liver and improved glucose clearance ability in OVX mice. (A) Macroscopic appearance of liver from mice fed the HFD and HFD+WBM for 3 months in each sham and OVX group. The tissues were fixed with 10% formalin overnight and then embedded in paraffin. Five-micrometer sections were cut and stained with hematoxylin and eosin, and examined by light microscope. Representative H&E staining of livers from each group are shown. (B) Serum glucose concentration after glucose injection in mice fed with HFD or HFD+WBM diet for 2 months. The mice were challenged with 1.5 mg glucose/g body weight glucose load. The glucose levels pre, 30, 60, 120 and 180 min post injection were measured using a glucometer. Values are expressed as mean and standard error for 8 mice. * Statistical significance was defined as *P*<0.05.

### Increased insulin sensitivity in OVX mice fed with mushroom diet

After 2 months on the WBM diet, a glucose tolerance test was performed to evaluate circulating glucose concentration at each time point. In sham mice, base-line glucose concentrations were significantly lower in mice fed with HFD+WBM than mice with HFD (*P*<0.05). In OVX groups, the base-line serum glucose levels were not significantly different between mice with HFD and with HFD+WBM. Compared to the sham operation group, OVX mice showed higher serum glucose concentrations at 30 and 60 minutes post glucose injection (*P*<0.01). OVX mice on the WBM diet had improved glucose clearance at 60 minutes, compared to OVX mice fed with HFD only (*P*<0.01) (Figure 2B).

### Fatty acid biosynthesis pathways were down regulated in livers from mice fed with WBM

To study the protective mechanisms of WBM, genes that were regulated by the WBM diet in livers from OVX mice were analyzed for their functional grouping using IPA. 

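Liver RNA from 4 OVX mice fed with HFD and from 4 OVX mice fed with HFD+WBM was hybridized, each mouse on an array of its own, to the Affymetrix Mouse Gene 1.0 ST array, a single-colour array whose probes are spread along the exons of each transcript. The mice were ovariectomized at 7 weeks of age and kept on the diets for 3 months, and the HFD+WBM diet held 120 g of WBM per kg. The paper's diet groups had 8 mice each, 4 of which are on arrays. The authors corrected the probe intensities for background, normalized them and summarized them per probe set by the IterPLIER method of Affymetrix Power Tools 1.8.6, and the deposited values are on the log2 scale. Whether an offset was added before the log is not given in the sources used here. The median over all 28944 probe sets was 7.04 to 7.22 on the 4 HFD arrays and 7.11 to 7.19 on the 4 HFD+WBM arrays, and the highest value on any array was 14.78. The correlation of 2 arrays over all probe sets was 0.920 to 0.973. The array of HFD replicate 3 lay farthest from the others, with a standard deviation of 0.68 over genes from the mean of the other arrays, against 0.38 to 0.50 for the other 7. Each gene was represented by 1 probe set, the one with the highest mean among those that name that gene alone. The diets were compared on the log2 values with limma, at the study's thresholds (p under 0.05 before adjustment and a change of at least 2-fold) and at a Benjamini-Hochberg adjusted p under 0.05 over all genes. Standard errors are those of limma, which draws the variance of each gene toward a value shared by all genes. For a gene that varies much between mice they are smaller than its own SDs would give. The number of arrays limits the precision: an exact permutation test of 4 mice against 4 cannot give a two-sided p below 0.029. On data simulated with the spread of these arrays, the study's thresholds recovered 94% of genes changed by 1.5 (log2), and an adjusted p under 0.05 recovered 79% of them. The 79% depends on the 200 changed genes that were planted, since the adjustment is milder where more genes change strongly. It is not the power of the comparison of these mice.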

The data set contained 20,234 unique genes. 

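In the livers of OVX mice fed with HFD+WBM, 99 genes were lower and 53 were higher than in OVX mice fed with HFD at the study's thresholds. Among genes whose 4 HFD+WBM values all lay below the 4 HFD values, the largest fall was that of A1bg, a plasma glycoprotein gene that is female-biased in mouse liver, from a mean log2 value of 9.55 ± 1.06 (SD, n = 4) to 6.05 ± 1.93 (SD, n = 4), a log2 fold change of -3.49 that was -4.21 without HFD+WBM replicate 1 and -2.70 without HFD+WBM replicate 3. Other large falls were those of Serpina12, which encodes the adipokine vaspin (5.13-fold lower), Pls1, an actin-bundling protein (3.70-fold lower), Apoa4, an apolipoprotein of triglyceride-rich particles (3.64-fold lower), and Stap1, a signalling adaptor (3.04-fold lower). Pls1 and Stap1 were under 2-fold with an offset of 64 before the log. Apoa4 fell from 12.50 ± 0.38 to 10.63 ± 0.40 (SD, n = 4 each), a log2 fold change of -1.86 (standard error 0.25) with an adjusted p of 0.20 from limma, the smallest of all genes together with Cdh1, the E-cadherin gene, and Mir690. Among genes higher in every HFD+WBM mouse, Krt23, a keratin, was 3.52-fold higher, Gadd45b, a stress-response gene, was 3.19-fold higher and Irs2, the insulin receptor substrate, was 2.54-fold higher. Of the 10 largest rises 8, and of the 10 largest falls 7 (Pls1 and Stap1 among them), had a mean log2 value below the median of all genes, 7.27, in both groups, and 3 of these rises were of olfactory receptor genes (Olfr1450, Olfr1462 and Olfr341). Of the 152 changed genes, 114 lay among the 50% of genes with the lower mean, where a change of a given size is less certain. With the diets shuffled, the other 34 divisions of the same 8 mice gave a median of 92 genes, and on simulated data 124 of 19718 unchanged genes passed the same thresholds. The total was 235 without HFD replicate 2, 65 with an offset of 16 before the log and 32 with an offset of 64, and without HFD replicate 4 the split was 95 lower and 93 higher. Of 17 markers of Kupffer cells and other macrophages, 11 were lower with HFD+WBM at p under 0.05 before adjustment (median log2 fold change -0.66), and of 10 markers of hepatocytes none passed (median 0.01). Among other cells, 6 of 16 genes of stellate cells and matrix (median -0.22) and 1 of 10 sinusoidal endothelial markers (median -0.26) were lower. No lymphocyte (median 0.15) or cholangiocyte marker (median -0.21) passed.
These counts cover 19938 unique genes. Of the 28944 probe sets, 21789 name a single gene, 1621 name several and 5534 are not named by the annotation used. No gene had an adjusted p under 0.05 from limma with a common prior variance, while 2341 genes had p under 0.05 before adjustment, 1375 of them lower and 966 higher with HFD+WBM. The methods' t-test, named in the paper's general statistics for the 2 diets and not in its array methods, also gave 0 genes after Benjamini-Hochberg adjustment. With a prior variance that follows the signal level, limma gave 139 genes at an adjusted p under 0.05, 106 of them lower. In a separate setting, with a common prior variance and the 50% brightest genes alone, it gave 19. Every HFD+WBM mouse lay on the same side of every HFD mouse for 1641 genes (8.23%), where chance gives 2.86%.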

The top three networks of genes significantly altered by WBM identified by IPA in our data set are: (1) Small Molecule Biochemistry, Drug Metabolism, Lipid Metabolism; (2) Lipid Metabolism, Nucleic Acid Metabolism, Small Molecule Biochemistry; and (3) Organ Morphology, Reproductive System Development and Function, Small Molecule Biochemistry. Of these networks, two are involved in lipid metabolism and of prime interest to this investigation of the mouse liver phenotype: specifically, the levels of the genes involved in fatty acid biosynthesis pathway were significantly changed. 

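Some genes of drug metabolism were higher in OVX mice fed with HFD+WBM. Of 18 measured targets of the receptors CAR, PXR and AhR, listed before the data were examined, 7 were higher and 1 was lower at p under 0.05 before adjustment, and 10 did not pass. Cyp2b10, the classical CAR target, was 2.53-fold higher, from 6.85 ± 0.25 to 8.19 ± 0.85 (mean log2 value, SD, n = 4 each), with an exact permutation p of 0.057. Ces2a, a carboxylesterase, was 1.41-fold higher and Abcc3, an export pump for conjugates, was 1.49-fold higher, each in every HFD+WBM mouse against every HFD mouse. Cyp1a2 was 1.45-fold higher while Cyp1a1, also an AhR target, was 1.64-fold lower. Adjusted over the list alone, 5 of these genes were higher and 1 was lower, and over all genes none passed. As a set, the list was shifted upward against all other genes (median log2 fold change 0.30, adjusted p = 5.1e-04 from camera over 29 lists), and this was lost with an estimated correlation between its genes (adjusted p = 0.59).
Among genes of lipid metabolism other than synthesis, few changed. None of 21 targets of PPAR alpha and genes of fatty acid oxidation passed p under 0.05, and Cpt1a, which carries fatty acids into mitochondria, had a log2 fold change of 0.19 (standard error 0.22). Of 14 lipoprotein genes Apoa4 alone passed. Of 16 genes of lipid droplets and triglyceride storage, Fabp4, a fatty acid-binding protein, was 1.89-fold lower in every HFD+WBM mouse and Cidea, a lipid droplet protein, was 1.66-fold higher. Of 16 genes of bile acid synthesis and transport, the transporter genes Slc51b (2.72-fold) and Abcb11 (1.32-fold) were lower in every HFD+WBM mouse. None of these 4 lists was shifted as a set, with adjusted p from 0.24 to 0.44 from camera.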

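Beyond the enzymes of the pathway itself, 5 other lipogenic genes were lower in OVX mice fed with HFD+WBM. Of 19 measured genes that supply or follow fatty acid synthesis, these 5 passed p under 0.05 before adjustment, none was higher and 14 did not pass. The 5 were Pnpla3, a lipid droplet protein induced with lipogenesis (5.25-fold lower; log2 fold change -2.39, and -3.04 without HFD replicate 1 and -3.15 without HFD+WBM replicate 1, and not past p under 0.05 without HFD replicate 2 or HFD+WBM replicate 3 or 4), Thrsp, a regulator of lipogenesis (2.36-fold), Pklr, the liver pyruvate kinase (1.90-fold), Pgd, an NADPH-producing enzyme of the pentose phosphate pathway (1.89-fold), and Agpat2, an acyltransferase of glycerolipid synthesis (1.52-fold). Agpat2 was lower in every HFD+WBM mouse than in every HFD mouse, while the groups overlapped for the other 4. Srebf1, which encodes the lipogenic transcription factor SREBP1, had a log2 fold change of -0.50 (standard error 0.33), and Mlxipl, which encodes ChREBP, one of -0.02 (standard error 0.20). The mean of the 19 genes was 11.20 ± 0.51 (log2, SD, n = 4) with HFD and 10.62 ± 0.38 (SD, n = 4) with HFD+WBM, and 18 of the 19 estimates were below 0. Genes of cholesterol synthesis, which share regulators with these, did not pass in either direction with all mice (0 of 20 genes). Their mean was 9.77 (log2) in HFD replicate 1, against 11.06 to 11.31 in the other HFD mice. In the HFD+WBM mice it was 10.08 to 11.05, below those other HFD mice and above HFD replicate 1.
In the mean of the 19 lipogenic genes, the overlap came from HFD replicate 1, without which the groups did not overlap. Without HFD+WBM replicate 1 they still overlapped. Some single genes, such as Dgat2 and Mlxipl, overlapped among the other mice as well. In HFD replicate 1 the mean of the 19 genes was 10.45, against 11.34 to 11.59 in the other 3 HFD mice, and in HFD+WBM replicate 1 it was 11.19, against 10.41 to 10.47 in the other 3 HFD+WBM mice. The list was shifted downward against all other genes by camera (median log2 fold change -0.54, adjusted p = 5.1e-04), and the exact permutation test of the mean per mouse gave p = 0.086. With an estimated correlation between its genes the shift was lost (adjusted p = 0.59). No gene of the list passed when adjusted over the list alone or over all genes.

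**Figure D1:**
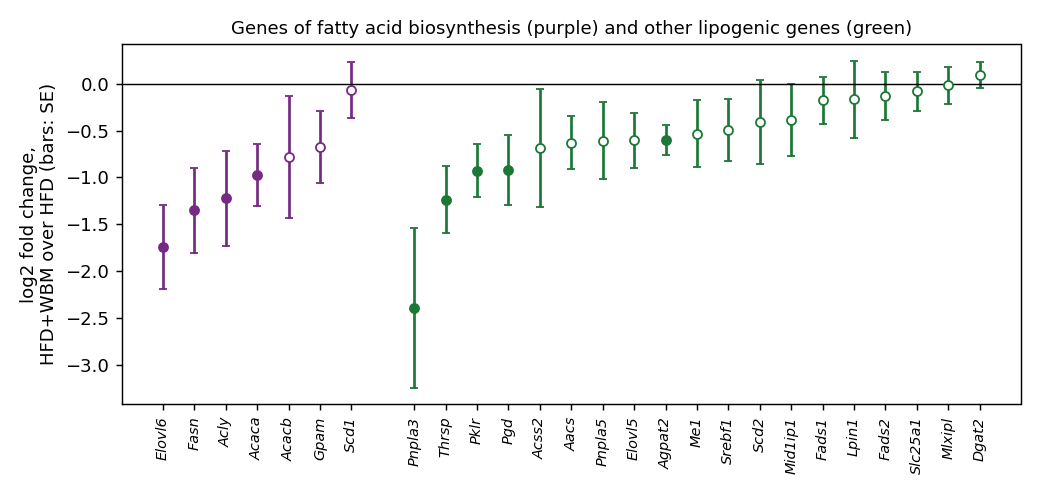
Log2 fold change of each gene, OVX HFD+WBM over OVX HFD (4 mice each), with its standard error from limma. Purple points are the 7 genes of the fatty acid biosynthesis pathway and green points the 19 other lipogenic genes, and filled points have p under 0.05 before adjustment. All estimates but that of Dgat2 lie below 0, and Pnpla3 is the lowest with the widest error.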

The fatty acid biosynthesis pathway contains 7 genes, 4 of which passed our filter (Figure 3A). 

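Of the 7 pathway genes, Elovl6, Fasn and Acly passed both of the study's thresholds, and Acaca, the cytosolic acetyl-CoA carboxylase, passed the p threshold with a change just under 2-fold. The 7 genes used here were taken from Figure 3A, and may differ from the 7 that the paper tested, which its text does not list. Acaca is measured by 2 probe sets. The brighter, with a mean log2 value of 11.19, stands for the gene here and was 1.96-fold lower with HFD+WBM, and the dimmer, with a mean of 10.11, was 2.37-fold lower (standard error 0.37 on a log2 change of -1.25). Acacb, the mitochondrial isoform, had a log2 fold change of -0.78 (standard error 0.65; -1.51, past both thresholds, without HFD replicate 1), Gpam, the first acyltransferase of glycerolipid synthesis, one of -0.68 (standard error 0.38), and Scd1, the stearoyl-CoA desaturase, one of -0.07 (standard error 0.30). None of these 3 passed with all mice. All 7 estimates were below 0. Adjusted over the list alone, 3 of the 7 genes, Elovl6, Fasn and Acaca, were lower, and Acly did not pass (adjusted p = 0.066 from limma). The study chose this pathway on these samples, so that count is not independent evidence of its direction. Leaving out HFD replicate 1 brought the number past both thresholds to 6, and leaving out replicate 2, 3 or 4 of either diet brought it to 2.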

The Fisher's exact test was used to test whether the pathway of interest was over-represented in the filtered gene list. 

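Fatty acid synthesis genes were over-represented among the genes changed by the WBM diet. Of 19938 genes, 152 were past the study's thresholds, and these included 3 of the 7 pathway genes, Elovl6, Fasn and Acly (Fisher's exact test, one-sided, p = 1.5e-05). Leaving out a mouse moved this Fisher's exact p between 1.2e-11 (without HFD replicate 1) and 0.0028 (without HFD replicate 2), and without replicate 2, 3 or 4 of either diet 2 genes remained and it was 0.0012 or more. Against the 99 genes that were lower with HFD+WBM alone, the one-sided Fisher's exact p was 4.1e-06. As a set, the 7 genes were lower than all other genes by camera (median log2 fold change -0.97, and -1.51 without HFD replicate 1; adjusted p = 0.0015), and with an estimated correlation of 0.90 between them this was lost (adjusted p = 0.59). Fisher's exact test takes the genes as independent of each other. The pathway was chosen by the study from these same samples.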

The fatty acid biosynthesis pathway gave a *P*-value of 1.05E-07, showing that this pathway was significantly changed by WBM intake. Specific genes in this pathway that were transcriptionally down regulated with statistical significance by WBM are: *Elovl6* (−3.34-fold, *P*<0.05), *Fas* (−2.54-fold, *P*<0.05), *Acc* (−2.37-fold, *P*<0.05) and *ATP citrate lyase* (−2.33 fold, *P*<0.05). 

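All 4 enzymes act in the conversion of citrate to long-chain fatty acids. Acly cleaves citrate to acetyl-CoA, Acaca makes malonyl-CoA, Fasn builds palmitate and Elovl6 elongates it. Elovl6 (probe set 10495993) fell from a mean log2 value of 12.76 ± 0.62 (SD, n = 4) with HFD to 11.02 ± 0.89 (SD, n = 4) with HFD+WBM, 3.35-fold lower (standard error 0.45 on a log2 change of -1.74). Fasn (10393970) fell from 13.09 ± 0.51 to 11.74 ± 0.97, which is 2.55-fold lower (standard error 0.45 on a log2 change of -1.35). Acly (10391146) fell from 12.39 ± 0.88 to 11.16 ± 0.87, which is 2.33-fold lower (standard error 0.51 on a log2 change of -1.22). Acaca (10394538) was 11.68 ± 0.63 with HFD and 10.70 ± 0.46 with HFD+WBM (standard error 0.33 on a log2 change of -0.97). These standard errors are limma's, drawn toward the variance of all genes, and are smaller than the printed SDs would give.
For Elovl6, Acaca and Acly, HFD replicates 2, 3 and 4 lay above all HFD+WBM mice, and for Fasn HFD+WBM replicate 1 (13.17) lay within the range of these 3 HFD mice. Elovl6 was 11.85 in HFD replicate 1 and 12.96 to 13.23 in the other 3 HFD mice, and 12.34 in HFD+WBM replicate 1 and 10.35 to 10.74 in the other 3 HFD+WBM mice. Limma gave p before adjustment of 0.0033 for Elovl6, 0.014 for Fasn, 0.016 for Acaca and 0.038 for Acly, and the exact permutation p, two-sided, was 0.057 for Elovl6, Acaca and Acly and 0.086 for Fasn. Adjusted over all genes, the limma p was 0.37 to 0.41 for the 4 genes. With a prior variance that follows the signal level it was 0.0020 for Elovl6, 0.018 for Fasn, 0.029 for Acaca and 0.066 for Acly. Acly did not pass p under 0.05 before adjustment when any of HFD replicates 2, 3 and 4 or HFD+WBM replicates 2, 3 and 4 was left out. From the over-representation of the pathway's genes among the filtered genes, the paper concludes that the fatty acid biosynthesis pathway was changed by WBM intake.

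**Figure D2:**
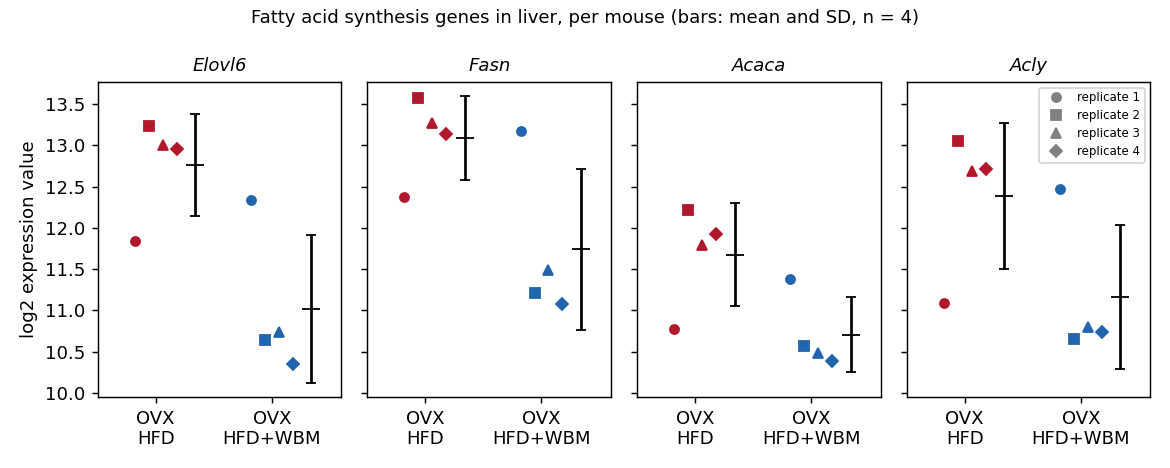
Log2 expression values of Elovl6, Fasn, Acaca and Acly in the liver of each OVX mouse, HFD in red and HFD+WBM in blue, with the mean and SD of 4 mice beside the points and a marker shape per replicate number. Replicate 1 of each group (circles) lies between the other 3 mice of one group and those of the other, apart from HFD+WBM replicate 1 for Fasn, which lies among the HFD mice.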

The microarray analysis results were validated by real time PCR using RNA extracted from all treatment groups (sham, sham+WBM, OVX and OVX+WBM). Increased *Elovl6* expression was shown in OVX mice fed with HFD compared to sham mice with HFD (*P*<0.05). *Fas* expression was increased in OVX mice fed with HFD compared to sham mice with HFD; however it did not reach statistical significance. Results showed that addition of WBM to the HFD significantly decreased *Fas* and *Elovl6* expressions in the livers of OVX mice (*P*<0.05), which is in agreement with the results of our microarray analysis (Figure 3B).

**Figure 3:**
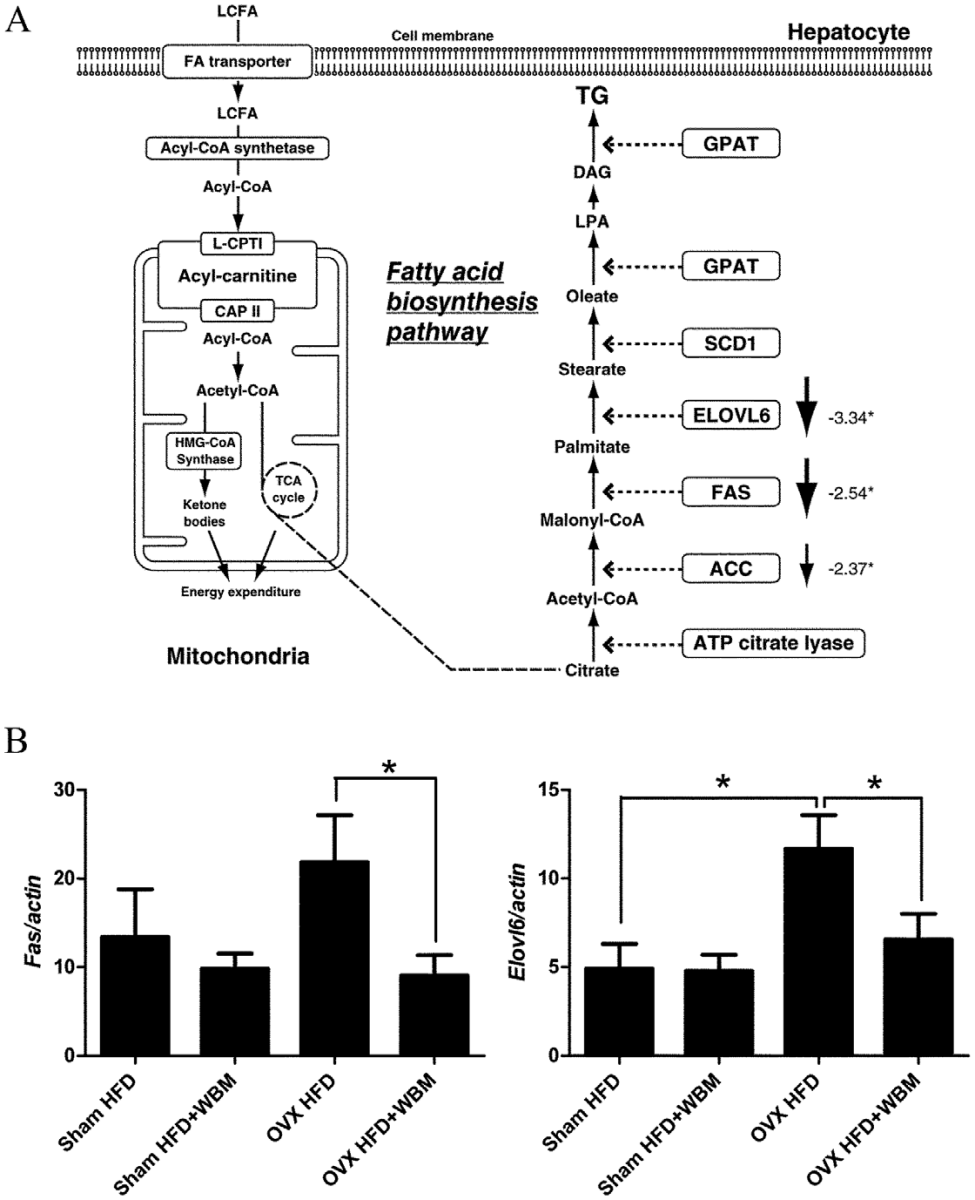
Changes of lipid metabolism in the liver identified by microarray analysis and confirmed using real time PCR. (A) Raw intensity measurements of all probe sets were corrected for the background, normalized and converted into transcript-level expression measurements by using the IterPlier method in Affymetrix Power Tools. The number indicated the fold changes of the gene expression in OVX+WBM compared to OVX. (B) *Fas* and *Elovl6* mRNA expressions in liver tissues from mice of each treatment groups (Sham HFD, Sham HFD+WMB, OVX HFD and OVX HFD+WBM) by real time PCR analysis. Gene expression was normalized with the *β-actin* housekeeping gene. Values are expressed as mean and standard error for 8 mice. * Statistical significance was defined as *P*<0.05 between HFD vs HFD+WMB treatment in each group (sham or OVX).

### WBM extract downregulated FAS and ELOVL6 expressions in HepG2 cells

To further define the effect of crude WBM extract, the expression of *FAS* and *ELOVL6* was measured in a human hepatoma cell line, HepG2. *FAS* and *ELOVL6* gene expressions were significantly decreased in cells treated with WBM extract in a dose dependent manner after 24 hours of treatment, in two doses (1 and 5 µl/ml) (*P*<0.01). To confirm the results from HepG2 cells, we performed real time PCR to evaluate the levels of *ELOVL6* mRNA using another cell line, Huh7 cells. Huh7 is a well differentiated hepatocyte derived cellular carcinoma cell line. Since a similar degree of inhibition of *ELOVL6* mRNA expression was found in Huh7 cells by WBM extract compared to HepG2 cells (data not shown), we have performed additional experiments using HepG2 cells. Treatment of the compound T0901317, which is an agonist for LXR, increased the mRNA levels of these genes significantly, compared to controls (*P*<0.01). T0901317-induced *FAS* and *ELOVL6* mRNA levels were decreased in the HepG2 cells treated with WBM extract (5 µl/ml) (*P*<0.01) (Figure 4A). FAS protein expression was also significantly decreased in the cells treated with WBM extract (Figure 4B). Notably, the changes in *FAS* and *ELOVL6* mRNA expression paralleled the changes of *SREBP1c* expression in HepG2 cell lines with each treatment (Figure 4C).

**Figure 4:**
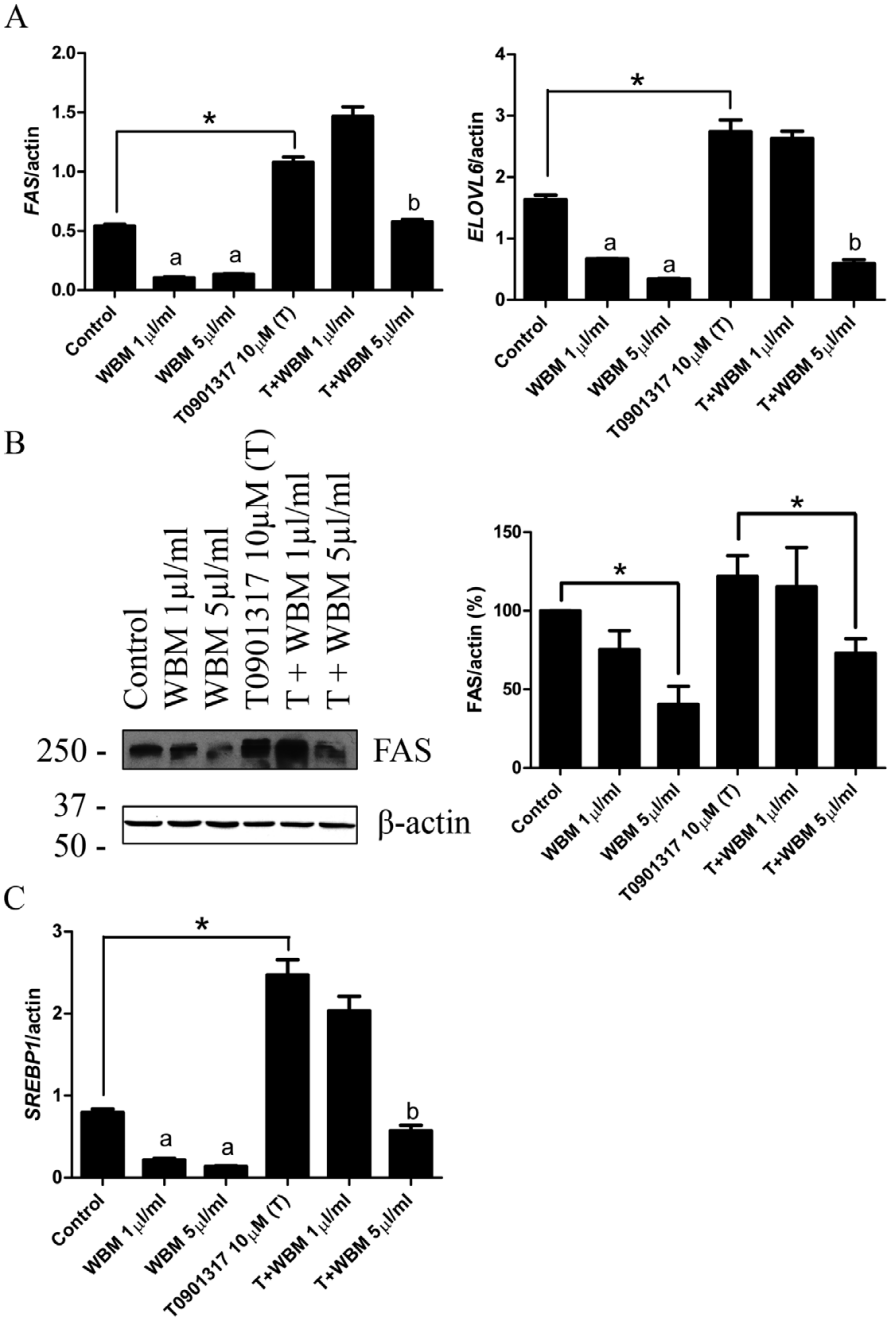
Changes in the mRNA and protein levels of genes related to fatty acid synthesis pathway in HepG2 cells treated with WBM extract. Cells were incubated with vehicle control (Ethanol), T0901317 (10 µM) and/or WBM extract (1 and 5 µl/ml) for 24 hours for RNA and 48 hours for protein, respectively. (A) *FAS* and *ELOVL6* mRNA levels. Gene expression was normalized with the β-actin housekeeping gene. (B) FAS protein expressions were determined via western blotting. Bar graphs indicate quantification of three separate blots using Quantity One software. Values are expressed as mean and standard error. (C) *SREBP1* mRNA levels. We analyzed the data for each dose separately by ANOVA, followed by Tukey's multiple comparison test. Statistical significance was defined as * *P*<0.05 compared indicated treatment, a; *P*<0.05 compared to control, b; *P*<0.05 compared to T0901317 treatment.

### Identification of the active fractions

After separation of WBM extract based on methanol concentration, the expression of *FAS* and *ELOVL6* genes was assayed by real time PCR. We analyzed the data for each treatment by One-way ANOVA, followed by comparison of all treatment groups with the control group (Dunnett's test). The *FAS* expression was significantly inhibited (*P*<0.01) by all fractions, with the flow through fraction providing the strongest inhibition, similar to that of the crude fraction. Crude and flow through fractions significantly inhibited *ELOVL6* expression in HepG2 cells compared to the control treatment (*P*<0.01). The 0% methanol ( =  water fraction) and 40% methanol fractions had moderate inhibitory effects (*P*<0.05) (Figure 5A). The inhibitory effect of WBM extracts on aromatase activity was also evaluated. The flow through fraction did not show any inhibition; however, the 20–60% fractions provided the strongest inhibitory effect among all fractions (Figure 5B). These latter results are consistent with previous reports, which showed that the active “anti-aromatase” compound in this 20–60% fraction was conjugated linoleic acid (CLA) [10]. While we have not yet identified the chemicals that inhibit the fatty acid biosynthesis pathway, the current results suggest that CLA is not the active component in the inhibition of the fatty acid biosynthesis pathway in liver.

**Figure 5:**
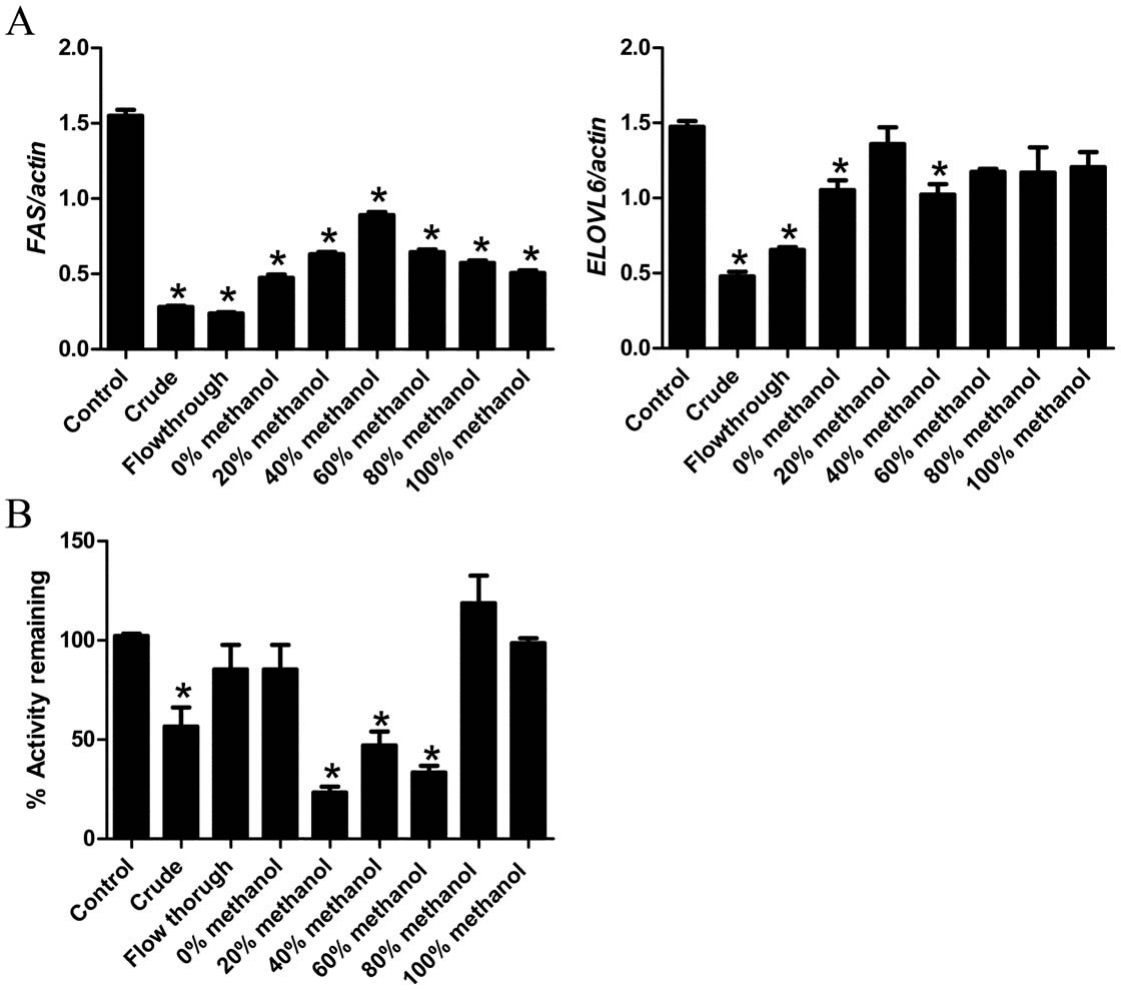
Effects of methanol fractions from WBM extract on *FAS* and *ELOVL6* gene expressions and aromatase activity in HepG2 cells. Cells were incubated with each methanol fraction from WBM extract for 24 hours. (A) *FAS* and *ELOVL6* gene expression was normalized with the β-actin housekeeping gene. (B) Microsome assays were performed to evaluate anti-aromatase effects of WBM using the substrate, [1-β-^3^H] androstenedione. Activity was calculated to measure supernatant containing [^3^H] H_2_O as reaction product, and then was counted in a Scintillation Counter. Aromatase inhibition activity was calculated as the percentage of remaining activity from the reaction without mushroom fractions. Analyses were carried out in triplicate and data were expressed as the mean ± SE. We analyzed the data for each treatment by ANOVA, followed by comparison of all treatment groups with the control group (Dunnett's test). Statistical significance was defined as *P*<0.05.

### WBM extract modulates Liver X receptor (LXR) function

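Of 16 measured LXR targets outside fatty acid synthesis, 4 were lower in the livers of OVX mice fed with HFD+WBM and none was higher. LXR is a sterol-activated nuclear receptor that pairs with RXR. The targets were listed before the data were examined, the threshold was p under 0.05 before adjustment, and 12 did not pass. The 4 were Lpl, lipoprotein lipase (1.72-fold lower), Cd5l, a protein secreted by macrophages (1.55-fold), Abcg1, a cholesterol exporter (1.43-fold), and Smpdl3a, a phosphodiesterase (1.31-fold). Among the 12, the log2 fold change was -1.01 (standard error 0.45) for Pltp, the phospholipid transfer protein gene, the largest estimate of the list, -0.23 (standard error 0.15) for the cholesterol exporter Abca1, 0.16 (standard error 0.16) for Abcg5 and 0.37 (standard error 0.17) for Abcg8, which export sterols into bile, and 0.12 (standard error 0.19) for Lpcat3, a phospholipid acyltransferase. Nr1h3, which encodes LXR alpha, had a log2 fold change of -0.20 (standard error 0.13). None of the 16 targets passed when adjusted over the list alone or over all genes. None reached the 2-fold threshold with p under 0.05, so that Fisher's exact test gave p = 1. Pltp, 2.01-fold lower, had p of 0.0505 before adjustment from limma. Fisher's exact p was 0.16 without HFD replicate 1 and 0.15 without HFD+WBM replicate 1. As a set the list was not shifted by camera, which gave it a downward direction (adjusted p = 0.30), with a median log2 fold change of 0.03 and a mean of -0.16. Of the 16 estimates, 7 were below 0.
Of 17 macrophage markers, listed apart from these, 11 were lower in the same livers. Whether the 4 lower LXR targets, Cd5l among them, fell with these markers or through LXR in hepatocytes was not tested. The mean of the 17 was 8.21 to 8.70 (log2) in the 4 HFD mice and 7.64 to 8.15 in the 4 HFD+WBM mice (exact permutation test, p = 0.029, and 0.17 when adjusted over the 29 lists). The shift of this list by camera was lost with an estimated correlation between its genes (adjusted p = 0.58). Macrophage markers did not fall alone. Sinusoidal endothelial markers (median log2 fold change -0.26) and stellate cell and matrix genes (-0.22) were shifted downward by camera (adjusted p = 0.014 and 0.040). These shifts were likewise lost with an estimated correlation (adjusted p = 0.59 and 0.61). Lymphocyte and cholangiocyte markers were not shifted by camera (adjusted p = 0.44 and 0.79). The lipogenic LXR targets Fasn, Scd1 and Srebf1 are counted with the fatty acid synthesis and lipogenic genes. The gene list of the IPA pathway was not used here.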

The IPA analysis showed that the canonical pathway for LXR/RXR activation was significantly inhibited in the livers of OVX mice fed with WBM (*P* = 1.36E–02) compared to OVX mice fed with HFD. To evaluate the direct effects of WBM extract on LXR activation, an LXR-luciferase reporter assay was performed. The LXR agonist T0901317 significantly increased the luciferase activity in HepG2 cells transfected with the pCMX-VP16-hLXRα and the LXR-responsive rCYP7A-DR-4x3-tk-LUC plasmid (P<0.01). The LXR-luciferease activity was significantly decreased when cells were treated T0901317 together with WBM extract in a dose dependent manner (*P*<0.01). The WBM extract treatment itself increased LXR-luciferase activity modestly, however this increase was not significant (*P*>0.05) (Figure 6A). These results suggest the presence of LXR antagonist(s) in the WBM extract. Using an ER-positive MCF7 cell line, the ER-luciferase reporter activity was significantly increased by treatment of E2 (*P*<0.01); however, treatment with WBM extract did not affect ER-luciferase activity (Figure 6B), indicating that the extract does not contain estrogen-like chemicals and ER is not involved in the WBM-mediated protection of the development of NAFLD.

**Figure 6:**
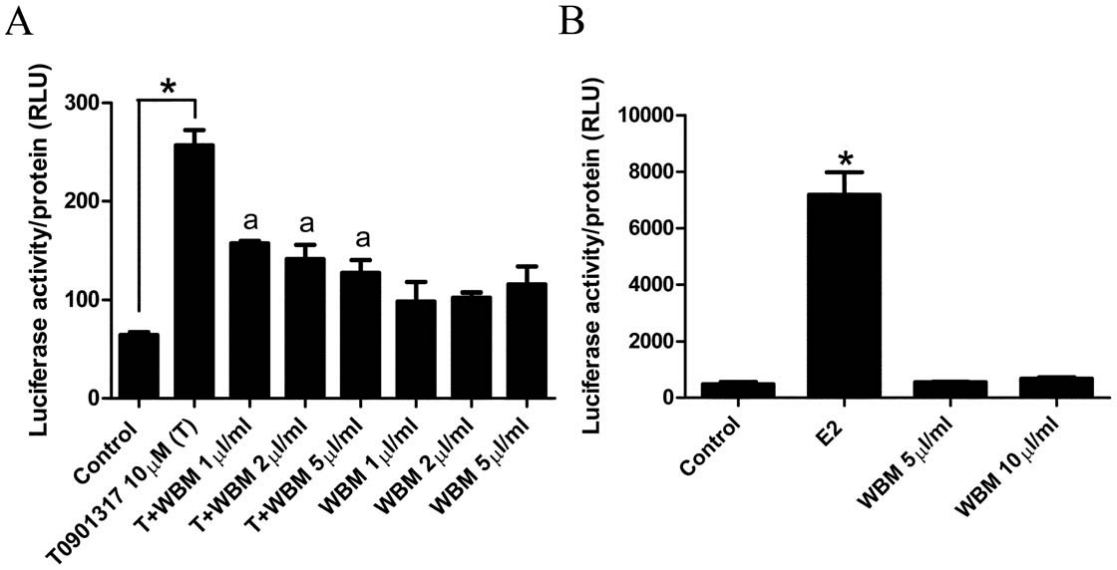
LXR and ER activity in HepG2 cells treated with WBM extract. (A) HepG2 cells were transfected with the pCMX-VP16-hLXRa and LXR-responsive rCYP7A-DR-4x3-tk-LUC, and following were incubated with vehicle control (ethanol), T0901317 (10 µM) and/or WBM extract (1, 2 and 5 µl/ml) and assayed for luciferase activity. (B) For evaluation of WBM effects on ER activity, HepG2 cells were transiently transfected with the pSG5-ER and pGL_3_(ERE)_3_-Luc. 24 hours posttransfection, cells were treated with E2 (0.1 nM) or with WBM extract (5 and 10 µl/ml) for 24 hours. Data is expressed as relative luciferase unit/protein content. Values are expressed as mean and standard error. For LXR activity, we analyzed the data for each dose separately by ANOVA, followed by Tukey's multiple comparison test. * *P*<0.05 compared indicated treatment, a; *P*<0.05 compared to T0901314 treatment. For ER activity, we analyzed the data for each treatment by ANOVA, followed by comparison of all treatment groups with the control group (Dunnett's test). Statistical significance was defined as *P*<0.05.

### Comparison of anti-NAFLD effects of various species of mushroom

The extracts from enokitake mushroom, shiitake mushroom, oyster mushroom, and WBM were tested for their ability to suppress the fatty acid biosynthesis in HepG2 cells. Dose-dependent inhibition of *FAS* and *ELOVL6* gene expression was found in all four mushroom species compared to untreated controls (*P*<0.01). WBM showed greater inhibition of *FAS* expression compared to oyster mushroom (*P*<0.05) but not to other mushrooms at dose of 5 µl/ml; there were no significant differences in activity among four mushroom species at doses of 1 and 2 µl/ml (Figure 7A). *ELOVL6* expression was inhibited better by the extracts of enokitake mushroom, oyster mushroom and WBM compared to shiitake mushroom at the highest dose of 5 µl/ml (*P*<0.05). At the low dose (1 µl/ml), WBM had the highest inhibition (*P*<0.05) (Figure 7B).

**Figure 7:**
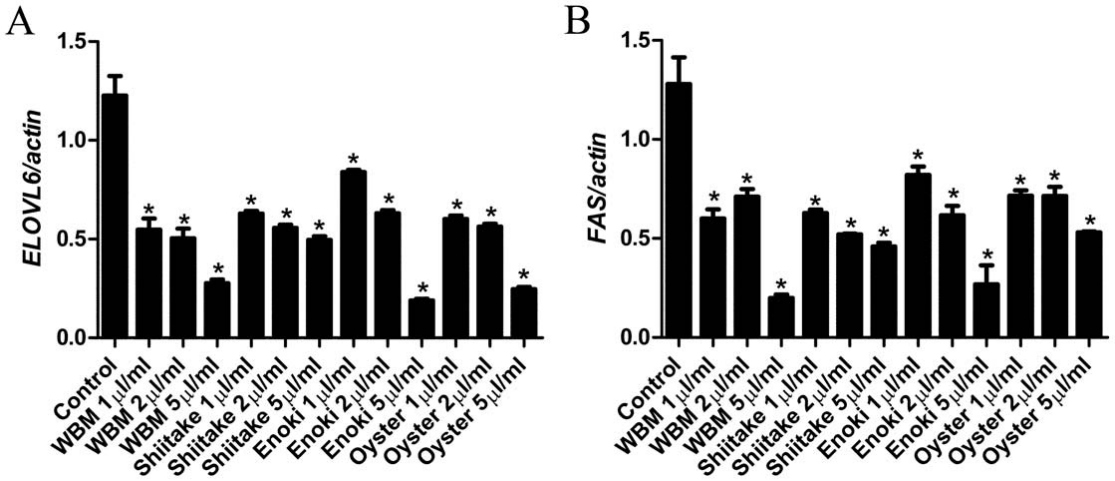
Comparison of the effects of various species of mushroom on the fatty acid synthesis pathway. (A) *FAS* and (B) *ELOVL6* gene expressions in HepG2 cells treated with various species of mushroom extract (WBM, shiitake mushroom, enoki mushroom and oyster mushroom) for 24 hours. Real time PCR analysis was performed for the gene, *ELOVL6 and FAS*. Gene expression was normalized with the *β-actin* housekeeping gene. Values are expressed as mean and standard error. We analyzed the data for each dose separately by ANOVA, followed by Tukey's multiple comparison test. Statistical significance was defined as *P*<0.05 compared to control.

## Discussion

The results of this study suggest that WBM has a protective effect against liver steatosis in the OVX mice, as a model for postmenopausal women. The protective effect observed in our mouse model with regard to liver steatosis was found to be mediated though the suppression of fatty acid biosynthesis, as indicated by our microarray data. In addition, WBM diet improved insulin resistance observed in OVX mice fed with HFD. Our finding is important since several papers have reported that mushroom may have anti-atherogenic effects through modulation of lipid profiles [12], [17], [18]. Although WBM is the most common edible mushroom in the USA, to our knowledge, this is the first study to show WBM has a protective effect against liver steatosis in the mouse model of postmenopausal women.

NAFLD is a disease more frequent in postmenopausal women than premenopausal women [19]. Aromatase knockout mice, which are deficient in estrogen pathway, develop hepatic steatosis. Moreover, hepatic steatosis was diminished in animals treated with E2 [20]. Patients with a mutation of the aromatase gene showed liver steatohepatitis, and estrogen treatment resulted in the improvement of liver steatohepatitis [21]. These reports confirm that estrogen has an important protective role against the development of NAFLD. Tamoxifen is an antiestrogen used widely in the treatment and chemoprevention of breast cancer. Hepatic steatosis and non-alchoholic steatohepatitis have been reported in patients treated with tamoxifen [22]. Therefore, fat accumulation in liver is an important clinical concern in postmenopausal women, especially those have anti-estrogenic therapy. OVX mouse is the established model for postmenopausal women. Studies in rodents showed that OVX promotes obesity and its metabolic complication [4], [15]. As a model of postmenopausal women, our studies using OVX mice confirm a high fat diet promotes liver steatosis, and a WBM-containing diet can alleviate liver steatosis. The serum transaminase (ALT) level was measured, as a sensitive method used in the detection of liver statosis in clinical diagnosis [1]; it is also linked to liver fat content [23]. Our results showed that serum ALT levels were significantly lowered in OVX mice fed with WBM, to a similar level as in sham mice. It is worthwhile to note that the WBM did not change mouse body weight, but did have an impact on liver steatosis. This suggests that WBM affects liver function specifically. Several rodent models have shown that decreasing hepatic triglyceride pools correlates with improved insulin sensitivity [1]. Also, several lines of evidence suggest that lipid metabolites in the lipogenesis pathway in liver are determinants for the development of insulin resistance [1]. Thus, we performed glucose resistance tests to evaluate glucose clearance ability in OVX mice fed with WBM diet. Our data showed that a WBM diet could improve steatosis-associated insulin resistance in the OVX mice.

Our group previously reported that WBM extract inhibited breast cancer cell growth *in vitro* and *in vivo* through inhibition of the aromatase enzyme [10]. Our studies have revealed that the chemicals that suppress fatty acid biosynthesis in liver are different from those that inhibit aromatase activity. Furthermore, the WBM extract does not have any estrogen-like activity, indicating that the protective mechanism of WBM against liver steatosis is not estrogen-mediated. Uterus weights were not changed in both sham treated and OVX mice fed with WBM diet compared to those fed with HFD only diet (Figure 1E). These results suggest that WBM did not significantly change circulating estrogen levels in both sham treated and OVX mice. Based on our current data, WBM may have a beneficial effect on the liver in postmenopausal women even at low estrogen conditions, particularly those women who are under anti-estrogen therapy.

Microarray analysis revealed that multiple enzymes involved in the fatty acid biosynthesis pathway were significantly down regulated in the liver of OVX mice fed with a diet containing WBM. *Fas* and *Elovl6* were most down regulated by WBM treatment. 

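Among the 7 pathway genes Elovl6 and Fasn had the largest falls. Of all 19938 genes ordered from the largest fall, Elovl6 stood 17th, Fasn 54th, Acly 78th, Acaca 162nd, Acacb 349th, Gpam 545th and Scd1 8062nd. Among the 26 genes past the study's thresholds that were lower with HFD+WBM and lay among the 50% brightest, Elovl6 had the 3rd largest fall and Fasn the 8th. Of the 99 genes that were lower at these thresholds, 3 including Elovl6 had a mean signal as high as that of Elovl6.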

FAS plays an important role in the synthesis of fatty acids via *de novo* lipogenesis. FAS catalyzes the last step in the fatty acid biosynthetic pathway [1]. ELOVL6 is a rate-limiting enzyme for the elongation of saturated and monounsaturated long chain fatty acids. ELOVL6 is expressed in the liver and its mRNA levels are up-regulated in obese animals [24]. Thus, researchers have evaluated the therapeutic potential of ELOVL6 inhibitors for metabolic disorders [25]. HepG2 is a human liver-derived hepatoma cell line, and many liver-specific functions are maintained in this cell line [26]. Since the expression of FAS and ELOVL6 was decreased after WBM extract treatment *in vitro* in the HepG2 cells, the active components in WBM are probably not metabolites of biological conversion in an intact animal. Moreover, multiple enzymes in the fatty acid biosynthesis pathway are down-regulated by WBM extract, suggesting common mechanisms may exist to regulate multiple enzymes. LXR has been reported to control genes that encode proteins involved in *de novo* lipogenesis, including *FAS* and *ELOVL6*. Moreover SREBP1c is regulated through LXR [1]. Oral administration of the synthetic LXR agonist, T0901317, to C57BL/6 mice resulted in increased hepatic triglyceride levels, leading to liver steatosis [27]. Our results showed that WBM extract down-regulated T0901317-induced LXR receptor activity in the HepG2 cells, suggesting that WBM extract mainly modulates LXR function in liver.

We also evaluated the effects of several types of mushrooms *in vitro* using the HepG2 cells. All of the mushroom extracts showed a dose-dependent inhibition of the expression of *FAS* and *ELOVL6*. Although significant efforts have been made, we cannot yet identify the phytochemicals that are responsible for the “anti-liver steatosis” effect of mushrooms. Our previous report showed that CLA is an active component with anti-aromatase activity (to reduce estrogen) [10]. The CLA-containing fractions did not show strong inhibition of *ELOVL6* and *FAS* gene expression in HepG2 cells. Moreover, treatment with CLA did not decrease liver weight and accumulation of fat in the livers of OVX mice [28]. These results suggest that CLA is not the active component in the inhibition of the fatty acid biosynthesis pathway in liver. Phytosterols, such as oxysterols, have been found to be ligands of LXR [29]. Ergosterol peroxide is an oxysterol that can be produced by a hydrogen peroxide-dependent enzymatic oxidation of ergosterol [30]. Ergosterol is an important sterol in WBM and is shown to be a vitamin D2 precursor [31]. However, ergosterol was not able to inhibit the expression of *ELOVL6* and *FAS* in HepG2 cells in our *in vitro* studies (data not shown), suggesting that the active chemical(s) may be another sterol or oxidized sterol.

In order to determine whether our results have a potential application to women's health, the human equivalent of doses used in this study needs to be determined. The average WBM intake in mouse studies is approximately 260 mg/day (average food intake 2.2g/day, WBM diet 120 g powder/kg diet). The human equivalent dose (based on body surface area) [32] is equal to 42 g WBM powder for a 60 kg person. It is important to point out that this would be a therapeutic dose to achieve the development of NAFLD. This is a proof-of-concept study; therefore, the liver protective effect could be achieved probably with lower levels of WBM for women consuming a regular diet. Moreover, drug discovery from natural products has been one of the main approaches to develop new drugs. We are continuing our efforts in the functional characterization of active components in WBM.

In summary, NAFLD is a widespread problem associated with many metabolic disorders that has become increasingly prevalent in our society. Postmenopausal women have the highest risk of developing NAFLD, compared to premenopausal women and men. The incidence would be even higher for those postmenopausal women under anti-estrogen therapy and with a high BMI. The pathogenesis of NAFLD is complicated and involves multiple pathways. Single protein target drugs are not successful in the treatment of NAFLD, and there is currently no generally accepted therapeutic intervention for NAFLD. To date, the only effective treatment of NAFLD is a general lifestyle change, including diet, weight reduction and exercise. Our results showed that WBM intake may be a viable dietary choice to prevent liver steatosis, which is an early reversible stage of NAFLD in postmenopausal women. WBM is widely available and inexpensive. If this effect could be demonstrated in humans, postmenopausal women would have a natural option for avoiding liver steatosis and its associated conditions. This prevention of early stage of the disease leads to reduce the risk of NAFLD. Furthermore, at the same time, WBM would suppress aromatase to decrease risk of breast cancer.

How the deposited data were processed for this re-analysis (not part of the article)

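Liver RNA of 8 OVX mice was measured on Affymetrix Mouse Gene 1.0 ST arrays, 4 mice fed with HFD and 4 fed with HFD+WBM. Samples were assigned to diets and replicate numbers from the submitters' sample labels, checked against the paper's methods. The labels and methods name separate liver specimens, so that the spread between arrays is taken as that between mice. Sham mice, real time PCR and HepG2 experiments have no array here and were not analysed.

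The authors corrected the probe intensities for background, normalized them and summarized them to transcript-level probe sets with IterPLIER in Affymetrix Power Tools (version 1.8.6 in the paper and in the submitters' processing notes), and the deposited values are log2 values of 28944 probe sets. The values fit a log2 scale (0.0002 to 14.78). Any offset before the log and the exact between-array normalization are not given in the sources used here, and scanner files and detection calls were not used here. Low log2 values therefore carry no background limit, and the fold of a dim gene can be large by noise alone.

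Probe sets were named from the platform annotation, of which 21698 matched through the gene number to the names of the mouse assembly GRCm38.p6 and 91 kept the annotation's name; no name changed. The arrays name no genome build, so no coordinates are given. Genes absent from that annotation (among them Nr1h2 and Cyp19a1 of the genes the paper names or that belong to its pathways) were not analysed here. Of several probe sets that name a single gene alone, the one with the highest mean over the 8 arrays was used (999 genes have more than 1), which left 19938 genes. All were tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with diet as the only term, and p-values were adjusted by Benjamini-Hochberg over all genes. A gene counted as changed at the study's thresholds when p before adjustment was under 0.05 and the change at least 2-fold. The test was checked on simulated data with the real means and spreads of the 19938 genes with 200 genes changed by 1.5 or 3 (log2) and a list of 20 genes shifted by 0.6: of changes of 1.5 (log2), 94% were recovered at the study's thresholds and 79% at an adjusted p under 0.05; of changes of 3, 99% and 94%. Among the other 19718 genes, unchanged, the study's thresholds called 124 and the adjusted p called 3. The share recovered at an adjusted p depends on the number and size of the planted changes, so it is not the power of the real comparison.

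Over-representation was tested with one-sided Fisher's exact tests against all genes tested. Lists of genes (29, of pathways, cell types and processes) and the rule for named genes were fixed before the data were examined. The rule took the genes the paper names or that belong to its pathways, the 10 largest rises and the 10 largest falls among genes past the study's thresholds whose groups do not overlap, and up to 4 genes with the smallest p in each list. Shifts of lists were tested with camera (inter-gene correlation 0.01) and adjusted over the 29 lists, and repeated with an estimated correlation. Camera compares a list with all other genes. Fry, also run, asks another question, whether the genes of a list differ between the diets at all, in one direction or in either, so that it does not repeat camera's test. A list's value per mouse is the mean log2 value of its genes. Exact permutation tests used all ways to divide the 8 mice, two-sided.

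Other settings tried were centring each array on its median, quantile normalization, an offset of 16 or 64 before the log, the 50% brightest genes alone, the mean of all probe sets of a gene, all rows of the value table, a prior variance that follows the signal level, array weights, a t-test with equal variances, the replicate number as a block, leaving out each mouse, and a 1.5-fold threshold. The methods name the Bioconductor package ArrayTools and do not name the test; an equal-variance t-test stands for it. Genes outside the rule that complete a count or stand for a group (Abca1, Abcg5, Abcg8, C1qb, Clec4f, Clock, Cyp1a1, Dgat2, Lpcat3, Mir690, Mlxipl, Mt1, Mt2, Per1, Pgd, Pltp, Timd4, Vsig4) were chosen after their values were seen. Also chosen after seeing the data were the second probe set of Acaca and a count of genes by any of their probe sets. The precision is set by the number of arrays.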

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

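The tests on the 2 mice numbered replicate 1 and on macrophage markers were chosen after the results were seen; the counts over other divisions of the 8 mice were not.

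Of the 29 lists, 6 that the paper does not analyse were shifted by camera: macrophage markers (median log2 fold change -0.66), interferon response genes (-0.34), gluconeogenesis and insulin signalling genes (0.36), sinusoidal endothelial markers (-0.26), stellate cell and matrix genes (-0.22) and clock genes (0.18). None of them stayed so with an estimated correlation between genes (adjusted p from 0.58 to 0.61). A mouse far from the other 3 of its group by Dixon's ratio was found for 13 of the genes named. In HFD replicate 1 these were Acacb (8.92, others 11.69 to 12.05), Gpam (11.20, others 12.70 to 12.81), Scd1 (12.85, others 14.10 to 14.17), Pgd (9.11, others 10.39 to 10.65), Pklr (12.15, others 12.81 to 12.89) and Lpcat3 (11.11, others 11.71 to 11.79), all below the others. In HFD+WBM replicate 1 they were Acly (12.47, others 10.66 to 10.80), Gpam (12.38, others 11.41 to 11.52) and Pgd (10.06, others 8.91 to 9.04), all above. The rest were Abcg5 (10.87) and C1qa (9.49) in HFD replicate 2, Cidea (6.79) in HFD replicate 3, Gldc (9.44) and Oasl1 (7.00) in HFD+WBM replicate 2 and Apoa4 (11.23) in HFD+WBM replicate 3.

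Within each diet group replicate 1 stood apart in lipogenic genes. The mean of the 7 fatty acid biosynthesis genes was 11.29 (log2) in HFD replicate 1, against 12.75 to 13.00 in the other HFD mice, and the mean of the other lipogenic genes was 11.19 in HFD+WBM replicate 1, against 10.41 to 10.47. The mean of the cholesterol synthesis genes was 9.77 in HFD replicate 1, against 11.06 to 11.31. These were called far from their group by Dixon's ratio, which chance alone gives in about 5% of groups; 18 of 238 groups of genes and lists passed it. Of 26 lipogenic genes, 25 were lower in HFD replicate 1 than in HFD+WBM replicate 1, and all 20 cholesterol synthesis genes were lower in HFD replicate 1 than in any other HFD mouse. A lower level of all genes in the values used is argued against: the median of all genes of HFD replicate 1 lay -0.01246 from the other HFD arrays, and its lipogenic genes -1.21. The values were already normalized, so that this median cannot tell whether the array was dim before that. An exchange of the 2 labels cannot be told apart from differences between the mice, with values on both sides. Against an exchange, of the 9 lists outside lipogenesis and sterol synthesis that part the other 6 mice by diet, 8 keep that direction between these 2. Both mice lie on the side of their own group for macrophage markers (8.65 against 7.84), lipoproteins (12.29 against 12.02) and insulin signalling (10.71 against 11.37), and for clock and erythroid genes. For the rest they do not. HFD replicate 1 lay on the HFD+WBM side for sinusoidal endothelial markers (9.32, other HFD mice 9.81 to 9.95) and periportal genes (10.96, other HFD mice 11.07 to 11.20). HFD+WBM replicate 1 lay among the HFD mice for proliferation genes (6.74, other HFD mice 6.72 to 7.38). Pericentral genes ran the other way between the 2 mice. Of 468 genes outside these lists with p under 0.01 between the other 6 mice, 55.77% kept their direction between these 2, against 50% with no relation. Over the 16 pairs of 1 mouse per diet the share was 52.8% to 78.08% (SD 7.24). An exchange would put the share under 50%, and 55.77% lay within the range of the pairs as labelled. For these genes the value goes against an exchange, while the lipogenic genes go with one. The prediction written before the 55.77% was seen was that over 50% would argue against an exchange. After the value was seen the decision was made stricter, to ask for a distance from 50% larger than that SD, since the genes are correlated; by the first form the exchange would have been argued against, and by the stricter form it cannot be told. The mice were fasted for 4 hours in the paper. The time of the last meal before the fast, which acts on these genes, may differ between mice and is not given in the sources used here.

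Macrophage markers were lower with HFD+WBM (median log2 fold change -0.66), a group of genes the paper does not discuss. Whether this is a product of between-array normalization cannot be told, since the values used were already normalized. After a further quantile normalization the median was -0.6361 and the list was still shifted by camera, so the fall did not depend on that added step. Without that step, the camera call is lost with an estimated correlation (adjusted p = 0.58). A lower share of all cells other than hepatocytes cannot be told apart from fewer macrophages or lower expression in them: the macrophage mean less that of sinusoidal endothelial, stellate, cholangiocyte and lymphocyte markers was -0.5004 lower with HFD+WBM (0.91 ± 0.29 against 0.41 ± 0.21, SD, n = 4 each), with an exact permutation p of 0.086. A diet effect on liver macrophages is a candidate explanation from the design and was not tested apart from these.

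The 152 genes past the study's thresholds were more than in any of the other 34 divisions of the 8 mice into 4 and 4. The highest of those gave 136. This is 1 of 35, the smallest share that 4 mice against 4 can give, and several counts were tested in this way. The result bears on the total count and not on the single genes, and chance is not excluded for that total. Nor can chance be excluded for either part of the count. For the 114 changed genes among the 50% dimmest, 7 of 35 divisions, the real one included, gave as many (highest other 132). For the 38 among the 50% brightest, 2 of 35 did, the real one included. The median of the other divisions was 85 for dim genes and 4.5 for bright genes. The division with the highest other count of bright genes (45) exchanges replicate 1 of the 2 groups, and it also gave 10 genes at an adjusted p under 0.05 where the real division gave 0. Any division gives at least 0 (35 of 35 did), so that the real count at an adjusted p cannot be tested against chance in this way. For the 9 lists past an adjusted p of 0.05, 6 of 35 divisions gave as many (highest other 12), so that chance is not excluded for the number of lists. Noise of dim probe sets may therefore account for much of the number of changed dim genes.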

How the results depend on the processing

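Of the settings tried, the second probe set of Acaca and the count of genes by any probe set were chosen after the results were seen. No result changed its direction with a call in any setting, and the directions of Elovl6 and Fasn and of the fatty acid, lipogenic, drug metabolism and macrophage lists were kept in all. The cause of the changes below was not tested except where the setting leaves fewer genes or mice. The count of genes at the study's thresholds, 152, was 890 at 1.5-fold, 65 with an offset of 16 and 32 with an offset of 64, 43 among the 50% brightest genes, 250 over all rows of the value table, 98 with the equal-variance t-test and 154 to 235 with a mouse left out. The count at an adjusted p under 0.05, 0, was 2 with an offset of 16, 80 with an offset of 64, 19 among the 50% brightest genes, 139 with a prior variance that follows the signal and 0 to 1 with a mouse left out. Without HFD replicate 4 the split was 93 higher and 95 lower. Acaca, at -0.97, passed both thresholds at -1.11 with the mean of its probe sets, -1.02 with array weights and -1.25 by its second probe set, and ranged from -1.27 to -0.79 with a mouse left out. Of the single genes named or past the rule for names, 14 lost their call with an offset of 16, 12 of them the dim genes with the largest changes (such as Olfr1450 and Olfr341) and the others Mcm2 and Lyve1; with an offset of 64 it was 21, these 14 and 7 more, among them Pls1, Stap1, Slc51b, Saa1, Mcm5 and Mcm6; with the equal-variance t-test 4, among them Acly, Pnpla3 and Mcm6. Acly, at -1.22, lost its call with the equal-variance t-test (-1.22) and ranged from -1.66 to -1.0007 with a mouse left out. The over-representation of fatty acid genes became p = 1 by Fisher's exact test with genes called at an adjusted p, since none was.

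The number of lists past an adjusted p of 0.05, 9, was 0 by camera with an estimated correlation, which ended the calls of the fatty acid list (-0.97), the lipogenic list (-0.54), the drug metabolism list (0.30) and the macrophage list (-0.66) as shifts against other genes. Fry, which tests a list against no change and not against other genes, called 0 lists in one direction and 14 in either direction; the latter include the LXR list (median log2 fold change 0.032), the drug metabolism list and the macrophage list and not the fatty acid or lipogenic list. With the replicate number as a block, 178 genes passed the study's thresholds, 0 an adjusted p, and Acly (-1.22) and the clock list lost their calls. Mice with the same number did not deviate together (correlations -0.04, -0.05, -0.12 and -0.02; 0 of 4 correlated best with their own number), so the numbers are not taken as pairs. Detection calls and background probes were not used here, so that how far the dim genes stand above background is not given.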

Differences from the paper's values

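The paper gives P = 1.05e-07 for the over-representation of the fatty acid biosynthesis pathway, and the value here was 1.49e-05, with 3 of 7 genes past the thresholds. The 7 genes here were taken from Figure 3A. The paper's text names only 4 of the 7 genes it tested, so the 2 sets may differ. Nearness to the paper's value therefore does not show which setting the paper used. Of the settings fixed before the data were examined, the mean of all probe sets of a gene (1.18e-07), all rows of the value table (1.18e-07) and an offset of 64 (1.31e-07) came within 1.5 times of the paper's value, and array weights, at 1.79e-07, fell just outside that. The others did not come as near by Fisher's exact test: genes lower with HFD+WBM alone (4.10e-06), centring (1.90e-05), quantile normalization (1.67e-05), an offset of 16 (1.15e-06), the 50% brightest genes (2.58e-06), a prior variance that follows the signal (2.72e-05), the equal-variance t-test (4.94e-04), the replicate block (0.0016), genes called at an adjusted p (p = 1, with 0 genes called) and each mouse left out (1.24e-11 to 0.0028). Counting a gene by any of its probe sets, a setting chosen after seeing the values, gave 1.34e-07 with 4 of 7 genes and dropped none of the paper's 4.

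The paper reports the LXR/RXR pathway of IPA as inhibited by WBM. The over-representation of LXR targets here, by Fisher's exact test, was p = 1 with 0 of 16 genes past the thresholds, and no setting brought it under 0.05 by the same exact test (lowest 0.067, with the 50% brightest genes). The gene list is not that of IPA, which the paper does not give, so that the 2 results are not of the same set.

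The paper counts Acc among the 4 pathway genes past the thresholds, at -2.37-fold, and the brighter probe set of Acaca gave -1.96-fold here, short of 2-fold. The mean of its probe sets gave -2.16, array weights -2.03, HFD replicate 1 left out -2.42 and HFD+WBM replicate 1 left out -2.29. Over all rows of the value table, a setting fixed before the data were examined, the gene counts through its second probe set. That probe set on its own, chosen after seeing the values, gave -2.37. The number of pathway genes past the thresholds was 3 here and 4 in the paper. The paper's folds of Elovl6 (-3.34), Fas (-2.54) and ATP citrate lyase (-2.33) and its 20,234 unique genes stand beside -3.35, -2.55, -2.33 and 19938 here. The paper ranks Fas and Elovl6 as most down regulated, which holds within the pathway; over all genes tested 16 fell by more than Elovl6.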

Other observations

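Some genes of macrophages, of inflammation and of connective tissue were lower in the livers of OVX mice fed with HFD+WBM. Of 17 markers of Kupffer cells and macrophages, 11 were lower at p under 0.05 before adjustment from limma and none was higher, and all 11 passed when adjusted over the list alone (none over all genes). They included the complement genes C1qa (1.59-fold), C1qb (1.59-fold) and C1qc (1.74-fold), Cd68 (1.68-fold), the lysozyme Lyz2 (1.69-fold) and the Kupffer cell genes Clec4f, Vsig4 and Timd4. The list had an adjusted p of 1.8e-09 from camera, and 0.58 with an estimated correlation. Among 22 acute phase genes, 7 were lower and 2 higher. Lcn2 (2.74-fold), Saa1 (2.57-fold) and Saa2 (2.39-fold), inflammatory proteins secreted by the liver, were lower in every HFD+WBM mouse, while the metallothioneins Mt1 (2.34-fold) and Mt2 (3.06-fold), which bind zinc and copper, were higher with overlapping groups. The list as a whole was not shifted (adjusted p = 0.058 from camera). The 12 interferon response genes all had estimates below 0 and 3 passed, with Oasl1 1.85-fold lower (list median -0.34, adjusted p = 0.0026, and 0.59 with an estimated correlation). Of 16 genes of stellate cells and matrix, 6 were lower before adjustment and none when adjusted over the list alone, among them the collagens Col1a1 (1.96-fold) and Col1a2 (1.64-fold), and of 10 sinusoidal endothelial markers Lyve1 alone passed (2.00-fold lower); these lists had medians of -0.22 and -0.26, adjusted p of 0.040 and 0.014, and 0.61 and 0.59 with an estimated correlation. The stellate list lost its call after quantile normalization, with array weights and with any of 4 of the 8 mice left out.

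In mice for which the paper reports better glucose clearance, 4 of 12 genes of gluconeogenesis and insulin signalling were higher with HFD+WBM, none was lower and 8 did not pass (1, Irs2, when adjusted over the list alone). The 4 were Irs2 (8.29 ± 0.61 to 9.63 ± 0.38, log2, SD, n = 4 each), Irs1 (1.41-fold), the insulin receptor Insr (1.30-fold) and Foxo1 (1.33-fold). Irs2, Insr and Foxo1 were higher in every HFD+WBM mouse. Insulin is known to repress Irs2, and Pck1 had a log2 fold change of 0.51 (standard error 0.23). The list median was 0.36 (adjusted p = 0.012 from camera, and 0.59 with an estimated correlation), and the list mean was higher in every HFD+WBM mouse (exact permutation p = 0.029, 0.17 when adjusted over the 29 lists). In the circadian clock list of 17 genes, Arntl (1.97-fold) and Clock were lower and Ciart (1.63-fold), Tef, Hlf and Per1 were higher, with a list median of 0.18 (adjusted p = 0.0496, 0.58 with an estimated correlation, and over 0.05 after median centring, array weights or the replicate block and with any of 6 of the 8 mice left out). The time of day at which each liver was taken is not given in the sources used here.

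Actb, with which the paper normalized its real time PCR, was 12.98 ± 0.06 (log2, SD, n = 4) with HFD and 12.65 ± 0.17 (SD, n = 4) with HFD+WBM, lower in every HFD+WBM mouse (log2 fold change -0.33, standard error 0.14, exact permutation p = 0.029, adjusted p = 0.42 from limma). The log2 fold change was -0.33 after median centring and -0.33 after quantile normalization. Esr1, the estrogen receptor, had a log2 fold change of -0.29 (standard error 0.19).

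The remaining lists were not shifted as sets by camera. Adjusted p was 0.058 for proliferation, where the replication genes Mcm5 (2.89-fold), Mcm2 (2.05-fold) and Mcm6 (2.32-fold) and Top2a were lower and none of 13 was higher, and 0.058 for pancreatic acinar markers (median 0.23). It was 0.18 for erythroid markers, 0.28 for female-biased liver genes, where A1bg was lower and Fmo2, Acot3 and Cux2 were higher (median 0.23, mean -0.19), 0.34 for cholesterol synthesis (median -0.17), 0.37 for periportal hepatocyte genes, where Cdh1 (2.67-fold) and Gldc were lower, 0.44 for lymphocyte markers, 0.50 for male-biased liver genes, 0.56 for pericentral hepatocyte genes, 0.62 for ER stress, where Manf and Hspa5 were lower and Herpud1 higher, 0.63 for NRF2 targets, where Hmox1 and Srxn1 were lower, 0.78 for hepatocyte markers, 0.79 for cholangiocyte markers and 0.96 for adipocyte markers. Of the lists named here and at the claims, 5 had an exact permutation p of 0.029 for the mean per mouse (macrophages, insulin signalling, clock, lipoproteins and erythroid markers), the smallest that 4 mice against 4 allow, and 0.17 when adjusted over the 29 lists.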
